A study of Mus musculus with 369 samples.

How the data were processed

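The samples are 369 single microglia in 4 groups of wild-type or Trem2 knockout mice and of the unselected or the Gpnmb and Clec7a gate, with 1 cell per GEO sample. Groups, plate, well and quality calls were taken from the labels, and each group had its own plate. The authors deposited 1 table of raw counts per gene for all cells. Per the submitters' processing notes the tools were Trim Galore 0.4.3, STAR 2.5.3a, Picard and HTSeq on the mm10 build. The gene annotation and any use of strand in the counting are not given in the sources used here. The table holds 23337 genes under older symbols and 92 spike-in RNAs (ERCC), with 0 mitochondrial genes. Column sums with spike-ins equal the total counts stated in the labels, and 0 columns were identical. Spike-ins made up 3.56% of all counts in passing cells and stayed out of library sizes. Gene coordinates come from GENCODE M21, an annotation of the same build, matched by symbol.

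Cells had to pass all 3 quality criteria of the labels, which left out 12 wild-type unselected, 3 wild-type gated, 3 knockout unselected and 17 knockout gated cells. No doublets were called, because each well was sorted to hold 1 cell, and a well with 2 cells was not searched for. Counts were summed per gene over the passing cells of a group and divided by the summed gene counts to give CPM, with exact Poisson intervals. Differences are log2 ratios of levels plus 1 CPM, which understate differences of genes at low levels, and the intervals of the Trem2 ratios are conditional binomial intervals on the counts. Shares of cells have Clopper-Pearson intervals. Shares detected use cells thinned to 100000 gene counts, a depth that 0 passing cells lay below. Without thinning, Spp1 was detected in 50.0%, 92.2%, 43.3% and 97.4% of wild-type unselected, wild-type gated, knockout unselected and knockout gated cells, and in 42.3%, 85.6%, 28.9% and 96.1% with it. A fold against a group at 0 is a lower bound against a floor of 3 counts over the group. This bound covers counting error only. Amplified reads of 1 cell are not independent, so it does not cover the sampling of cells. No model of differential expression was fitted, and no p-values were computed, since each group is 1 sample.

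The 4 comparisons between groups, the difference of the gate differences, the gene lists, the rule for named genes and all but 2 of the alternatives were chosen before the data were examined. Named genes had at least 20 CPM in the higher group and at least 1 count after thinning in 25% of its cells, with the same direction by summed counts and by mean CPM per cell. The 10 highest and 10 lowest by the smaller of the 2 log2 values were named, and Trem2, Tyrobp, Gpnmb and Clec7a always. From each list, up to 4 measured members with the largest log2 values could be named as examples, and 2 genes that these rules name are not reported here. A list member was measured at 5 CPM or more in any group, and counted as higher or lower at 2-fold or more with the same direction by mean CPM per cell, which is a rule of size and not a test. List medians were placed among 10000 random lists of the same size matched on level in 20 bins. Scores per cell are the mean log2(CPM + 1) of a list's measured members in unthinned cells. Members without counts in a cell enter at 0, so scores also rise with the number of detected genes.

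The 19 pathway lists were disease-associated and proliferative-region-associated microglia, homeostatic microglia, Trem2 signalling, neighbours of Trem2 in the Trem gene cluster, lysosome, lipid uptake and efflux, cholesterol synthesis, glycolysis, oxidative phosphorylation, ribosomal proteins, S phase, G2/M phase, interferon response, antigen presentation, inflammatory cytokines, complement and phagocytosis, early response to dissociation, hypoxia and stress response, and secreted growth factors and matrix. The 11 cell type lists were microglia, border-associated macrophages, monocytes, neutrophils, lymphocytes, oligodendrocyte lineage, astrocytes, neurons, endothelium, pericytes and fibroblasts, and red blood cells. Of 562 symbols 557 were matched, 8 of them by an older symbol, and 10554 genes reached the measuring level. All 9 microglia markers are also homeostatic microglia genes. The disease-associated list shares Spp1, Igf1 and Csf1 with the secreted growth factor and matrix list, which also holds the membrane-binding annexins. It shares Apoe, Lpl, Fabp5 and Ch25h with lipid uptake and efflux, and Ctsb, Ctsd, Ctsl, Cd63 and Cd68 with lysosome. Results of these lists are therefore not separate evidence.

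For clusters, thinned cells were put on log2(CPM + 1), and 2000 variable genes, 15 principal components, 15 neighbours and Leiden resolution 1 were used. A cluster was named with 3 or more markers above the other clusters and 1 or more among its 10 leading genes, and the second condition was set after the clusters were seen. Alternatives were mean CPM per cell, trimmed-mean (TMM) factors from edgeR, median-of-ratios factors, all cells, cells with at least 1500 detected genes, 27 cells per group matched on detected genes in bins of 500, thinned cells, a pseudocount of 5 CPM, no minimum level or one of 20 CPM, the highest cell of each gene left out, plate columns 1 to 6 and 7 to 12, the microglia-like cluster only (possible for the genotype in unselected cells alone, with 28 and 29 cells), other detection thresholds and resolutions of 0.5 and 2. Spike-in scaling and leaving out 26 cells of a border-associated-macrophage-like cluster found at resolution 0.5 were added after the data were seen. edgeR was used for the trimmed-mean factors only.

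The steps were tested on simulated counts (gamma-Poisson, with the level, the spread between cells and the depth per cell of the real cells), with 50 changed genes per fold size among 23337 genes. At a true 4-fold difference the size rule recovered 92% of changed genes for the gate in wild-type, 86% for the gate in knockout, 90% for the genotype in unselected and 94% for the genotype in gated cells, and at a true 2-fold difference 34%, 52%, 54% and 40%. The spread between cells alone put 11.0%, 9.43%, 12.5% and 7.76% of the unchanged genes that met the level and detection for naming at 2-fold or more in the same order, and 20.6%, 17.7%, 22.8% and 15.4% of all unchanged genes at 5 CPM, the level at which list members are counted. The median of a list of 25 unchanged genes stayed within 0.35, 0.30, 0.39 and 0.31 of 0 in 97.5% of draws. Neither these lists nor the random lists were built from genes that rise together in the same cells. Medians of lists whose members do so, such as cell cycle genes, can vary more by chance than these ranges show. For unchanged genes that met the level and detection for naming, the 99th percentile of the absolute log2 was 1.84, 1.76, 1.83 and 1.63. With 200 genes set 16-fold apart, 2 simulated groups of cells were recovered at resolution 0.5 with an adjusted Rand index of 1. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.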

Results

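Microglia are the resident macrophages of the brain. Trem2 encodes a surface receptor of these cells that binds lipids and signals through the adaptor protein Tyrobp. Single microglia were sorted by flow cytometry from wild-type and Trem2 knockout brains of male mice on a C57BL/6J background at postnatal day 7. They were profiled with Smart-seq2, a plate method that amplifies the RNA of 1 cell per well without molecular identifiers. Each genotype was sorted through 2 gates. Cells with low CD45 and positive CD11b are called unselected here, and cells that also carried Gpnmb and Clec7a at the surface are called gated. The series holds 90 wild-type unselected, 93 wild-type gated, 93 knockout unselected and 93 knockout gated cells. The quality criteria given with the labels left 334 cells, namely 78 wild-type unselected, 90 wild-type gated, 90 knockout unselected and 76 knockout gated cells. Each group came from 1 plate and no label names an animal, so each group counts as 1 sample. No test between groups was possible, no difference given here has a replicate check, and plate cannot be told apart from genotype and gate. Intervals are exact at the 95% level and cover counting error only, because amplified reads without molecular identifiers are not independent molecules.

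Gated cells had more detected genes and more counts per spike-in count than unselected cells of their genotype. The median number of detected genes was 2607.5 in wild-type unselected, 3162.5 in wild-type gated, 2184 in knockout unselected and 3995 in knockout gated cells. Gene counts per cell ranged from 157653 to 1051282, with medians of 494746, 630968, 649634 and 697689 in the same order. The median gene count per count of the added spike-in RNA was 24.9 in wild-type unselected and 39.8 in wild-type gated cells, a ratio of 1.6. In knockout cells it was 18.1 in unselected and 53.7 in gated cells, a ratio of 2.96. Scaling on spike-in counts in place of gene counts therefore moved the all-gene median log2 difference from -0.12 to 0.29 for the gate in wild-type cells and from -0.26 to 0.98 for the gate in knockout cells. For the genotype it moved from 0.05 to -0.38 in unselected cells and from 0.00 to 0.35 in gated cells. Levels below are gene counts summed over all passing cells of a group and scaled to the same library size (CPM), and list medians are also given relative to the all-gene median for most lists of a single comparison that spike-in scaling turned in direction.

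**Figure D1:**
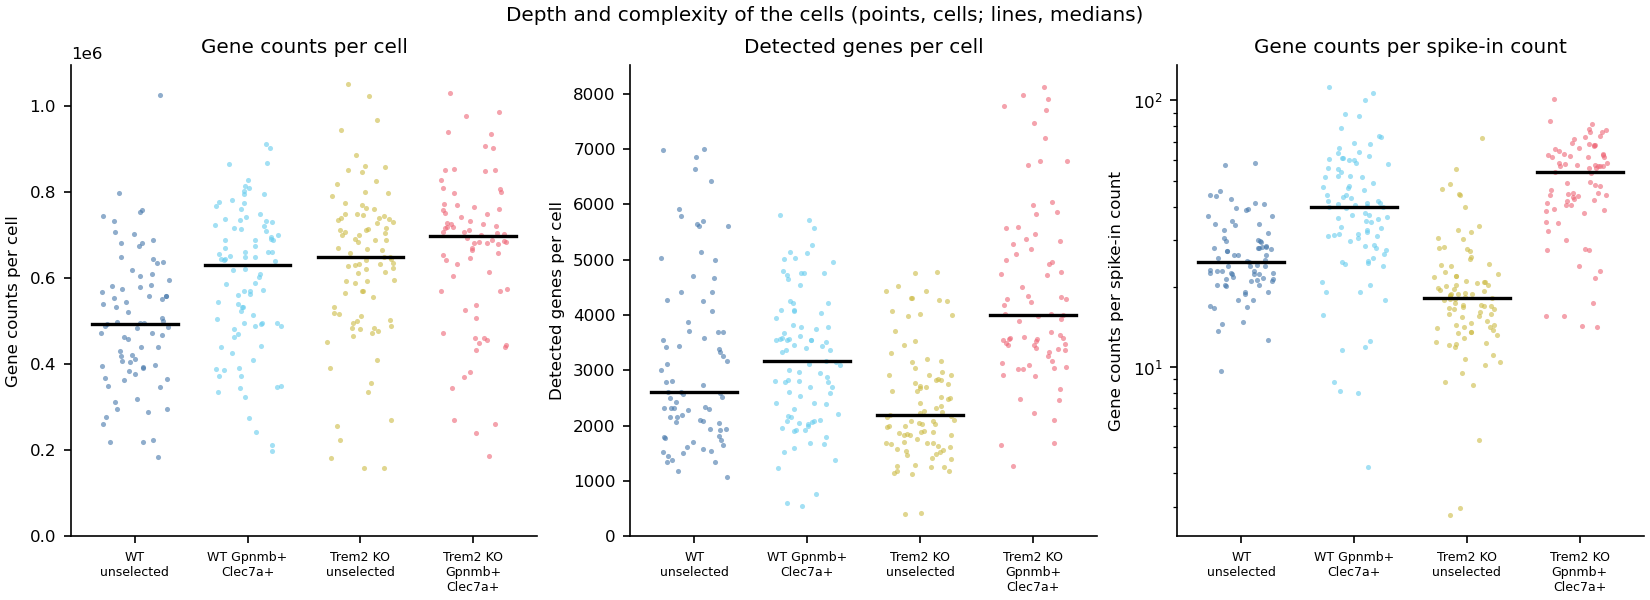
Gene counts, detected genes and gene counts per spike-in count (log axis) of each passing cell in the 4 groups, with points for cells and lines for medians. Medians of gene counts per spike-in count were 24.9 in wild-type unselected, 39.8 in wild-type gated, 18.1 in knockout unselected and 53.7 in knockout gated cells.

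The first question was how far Trem2 RNA was reduced in the cells labelled knockout. Trem2 (ENSMUSG00000023992.14, chromosome 17, 48346401 to 48354147, plus strand, mm10) was at 1115 CPM (interval 1105 to 1126) in wild-type unselected and 1604 CPM (1593 to 1615) in wild-type gated cells. It was at 229 CPM (225 to 233) in knockout unselected and 413 CPM (407 to 419) in knockout gated cells. The genotype difference was thus 4.85-fold lower in unselected cells (log2 -2.28, interval -2.31 to -2.25) and 3.88-fold lower in gated cells (log2 -1.96, interval -1.98 to -1.94). With each cell thinned to 100000 gene counts, Trem2 was detected in 98.7% of wild-type unselected, 100% of wild-type gated, 67.8% (57.1 to 77.2) of knockout unselected and 96.1% of knockout gated cells. The Trem2 level per cell had a median of 195 CPM in knockout unselected and 363 CPM in knockout gated cells, against 985 and 1509 CPM in the wild-type groups. Tyrobp, the adaptor of the receptor, differed by genotype by a log2 of 0.09 in unselected and 0.35 in gated cells. The design of the knockout allele is not given in the sources used here, so counts from parts of the gene outside the deletion would also enter these levels.

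The genes that chose the gated cells gave a check of the sort and are no finding between gates. Gpnmb, a membrane glycoprotein of lysosome-rich macrophages, was detected after thinning in 24.4% of wild-type unselected, 70.0% of wild-type gated, 15.6% of knockout unselected and 94.7% of knockout gated cells. Clec7a, a receptor for fungal glucans, was detected in 21.8%, 68.9%, 14.4% and 90.8% of cells in that order. A single cell held 74.9% of the Gpnmb counts of wild-type unselected cells.

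**Figure D2:**
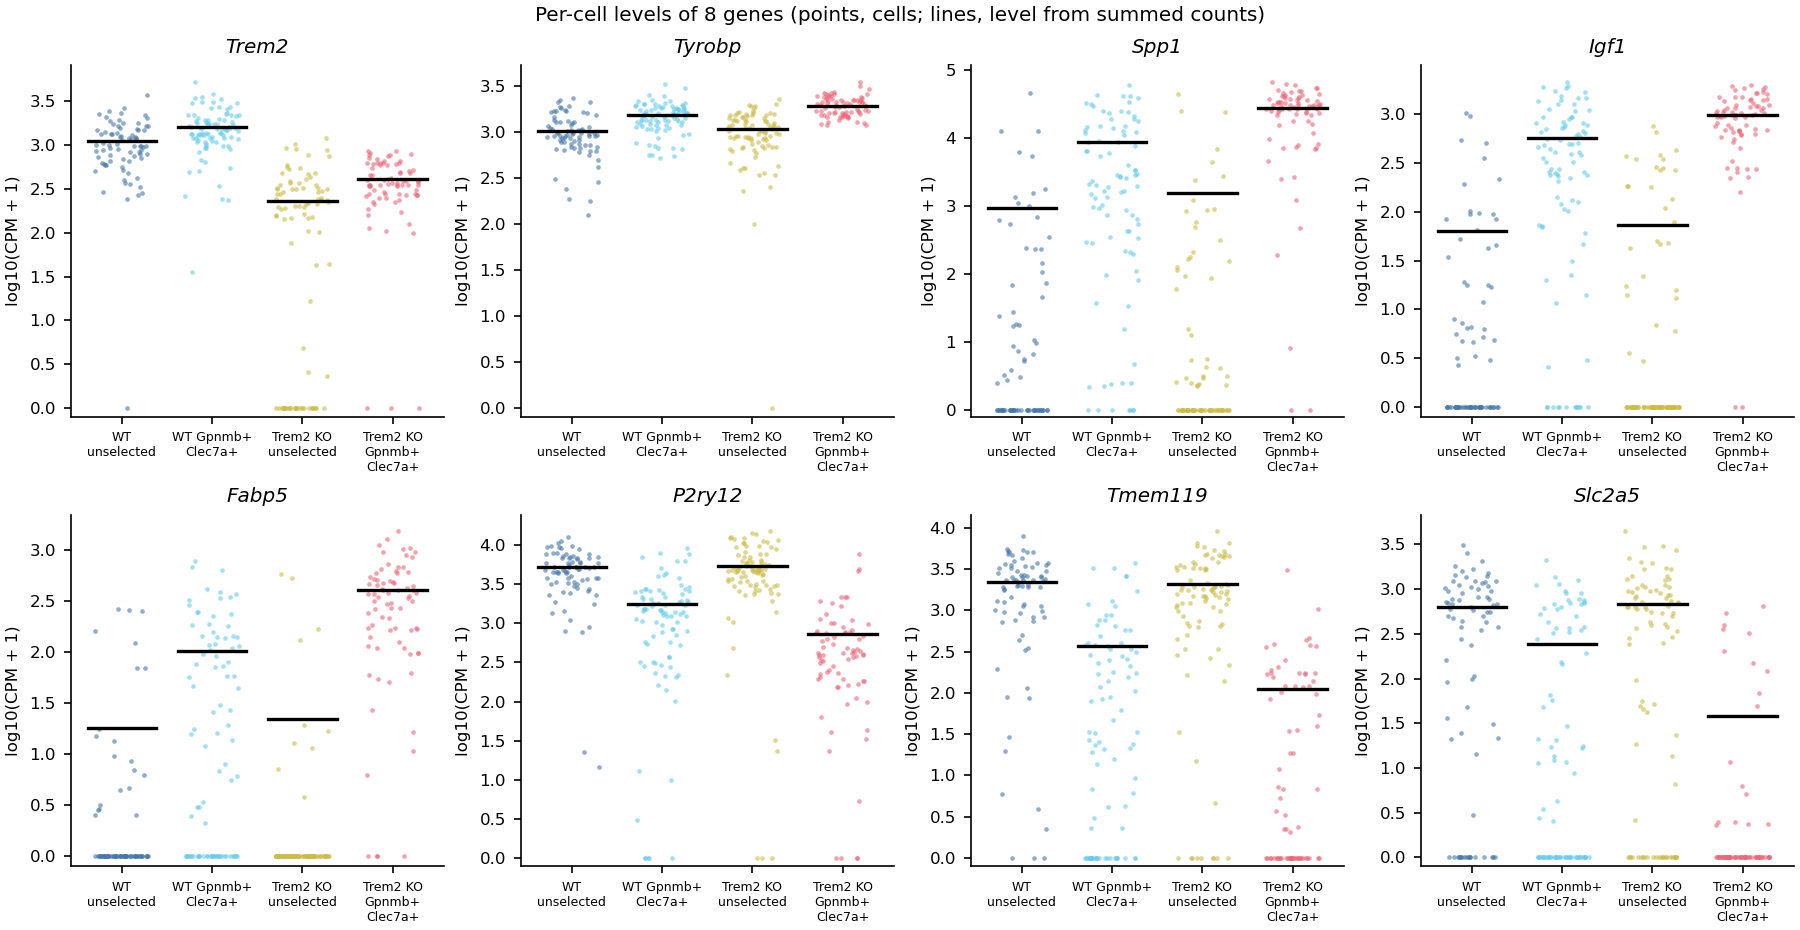
Level per cell, as log10(CPM + 1), of Trem2, Tyrobp, Spp1, Igf1, Fabp5, P2ry12, Tmem119 and Slc2a5 in the 4 groups, with points for cells and black lines for the level from summed counts. Trem2 was at 229 and 413 CPM in the knockout groups against 1115 and 1604 CPM in the wild-type groups, and Spp1 was at 27524 CPM in knockout gated against 8779 CPM in wild-type gated cells.

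The comparison of gates within wild-type brains asked how microglia with surface Gpnmb and Clec7a differed from unselected microglia. Gated cells had higher levels of genes of the lists for secreted factors and matrix, lipid handling and lysosomes. They had lower levels of genes of the cell cycle. Spp1, which encodes the secreted matrix protein osteopontin, was 9.37-fold higher, at 8779 CPM (8754 to 8804) against 936 CPM (926 to 946), although 1 cell held 50.9% of its counts in unselected cells. Igf1, an insulin-like growth factor, was 8.83-fold higher, at 563 CPM (557 to 570) against 62.9 CPM (60.4 to 65.5). Tmem119 and P2ry12, a membrane protein and a purine receptor typical of homeostatic microglia, were 6.00-fold and 2.95-fold lower, at 370 against 2222 CPM and 1782 against 5263 CPM.

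Of the 27 genes of disease-associated and proliferative-region-associated microglia, 23 were at least 2-fold higher in wild-type gated cells and 0 at least 2-fold lower. Their median log2 was 1.65, at percentile 100 among 10000 random lists matched on level. Percentiles here and below do not allow for list members that rise together in the same cells. In simulated cells without any difference, 20.6% of genes at 5 CPM were still 2-fold or more apart for this comparison, in either direction. The list follows published accounts of such microglia and is not independent evidence of its direction. Lgals3, a sugar-binding galectin, was 32.2-fold higher (90.6 against 1.85 CPM), and Cst7, a cystatin that inhibits lysosomal proteases, was 13.4-fold higher. Of 19 genes of secreted growth factors and matrix, 11 were at least 2-fold higher and 1 lower (median log2 1.56, and 0.82 to 2.03 over 15 settings), among them the membrane-binding annexins Anxa2 (17.2-fold) and Anxa5 (6.52-fold). Lipid uptake and efflux genes were higher for 15 and lower for 3 of 26 members, with a median log2 of 1.22, or 1.39 with genes at 0 set to their bound. Pltp, a phospholipid transfer protein, was 23.5-fold higher, and Cd36, a fatty acid scavenger receptor, 22.1-fold higher. Lysosome genes were higher for 7 and lower for 0 of 35 members (median log2 0.58), with the cathepsin proteases Ctsl and Ctsd 2.5-fold and 2.36-fold higher. Atp6v0d2, a subunit of the lysosomal proton pump, had 0 counts in wild-type unselected cells and 65.9 CPM in gated cells. That is at least 856-fold higher against a floor of 3 counts over the group, for counting error only. By cells, 0 of 78 allows a share of up to 4.62% of cells with the gene. Glycolysis genes were higher for 2 and lower for 1 of 18 members. Their median log2 was 0.59 (percentile 99.97, and 0.37 to 1.05 over 15 settings).

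Homeostatic microglia genes were at least 2-fold lower for 9 and higher for 0 of 25 members in wild-type gated cells (median log2 -0.48), but the count was 3 and the median -0.01 with spike-in scaling (-0.36 and -0.31 relative to all genes). Genes of S phase were lower for 17 and higher for 1 of 23 members (median log2 -1.95). Genes of G2/M phase were lower for 16 and higher for 1 of 28 (median log2 -1.13, and -2.88 to -0.66 over 15 settings). Top2a, the DNA topoisomerase of dividing cells, was 7.35-fold lower (16.5 against 127 CPM), and Kif11, a spindle motor, was 20.6-fold lower (2.01 against 61.1 CPM). Cholesterol synthesis genes were lower for 9 and higher for 0 of 20 members, but their median log2 of -0.83 (percentile 2.64) lay inside the middle 95% of random lists.

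Ranked by size, the 10 highest genes of wild-type gated cells were Lgals3, Ephx1, Anxa4, Ppme1, Anxa2, Stard5, Pf4, Sorl1, Cst7 and Rasgef1b, at 12.3-fold to 32.2-fold. Ephx1 is an epoxide hydrolase, Stard5 a sterol-binding protein and Pf4 a platelet chemokine also made by macrophages. The 10 lowest were Pkmyt1, Tcf19, Zscan21, E330016A19Rik, Prc1, Pola1, Wdr13, Trpc2, Pold1 and Slc7a6, at 8.93-fold to 17.8-fold. Pkmyt1 is a kinase that restrains mitotic entry, Prc1 a regulator of cytokinesis, and Pola1 and Pold1 are DNA polymerase subunits. Markers of border-associated macrophages, which line vessels and meninges, moved with these genes: 9 of 10 were at least 2-fold higher in wild-type gated cells (median log2 4.52, or 4.74 with genes at 0 at their bound). Without the 26 cells of a cluster with 3 such markers above the other clusters, the median of these markers was 4.25, and 22 of the 27 disease-associated and proliferative-region-associated genes were at least 2-fold higher (median log2 1.57).

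The comparison of gates in knockout brains put the same question in cells labelled as lacking Trem2. Knockout gated cells had higher levels of genes of the lists for secreted factors and matrix, lipid handling and glycolysis than knockout unselected cells. Their levels of homeostatic microglia genes were lower. Spp1 was 17.6-fold higher, at 27524 CPM (27478 to 27570) against 1560 CPM (1550 to 1570), with 40.1% of its unselected counts in 1 cell. Fabp5, a fatty acid carrier, was 18.6-fold higher (407 against 20.9 CPM), and Igf1 was 13.6-fold higher (979 against 71.2 CPM). Tmem119 was 18.9-fold lower (111 against 2107 CPM) and P2ry12 7.43-fold lower (729 against 5418 CPM). Slc2a5, a fructose transporter, was 17.7-fold lower (37.2 against 676 CPM), and Gpr56, an adhesion receptor, was 15.0-fold lower (23.4 against 366 CPM).

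Of the 27 disease-associated and proliferative-region-associated genes, 21 were at least 2-fold higher in knockout gated cells and 0 lower (median log2 1.44, percentile 100), a count that was 13 with cells matched on detected genes. Secreted growth factor and matrix genes were higher for 13 and lower for 1 of 19 members (median log2 1.92, and 1.36 to 2.96 over 15 settings). Lipid uptake and efflux genes were higher for 16 and lower for 1 of 26 (median log2 1.39, and 0.86 to 2.73), and lysosome genes were higher for 7 and lower for 0 of 35 (median log2 0.60). Glycolysis genes were higher for 14 and lower for 0 of 18 members (median log2 1.42, percentile 100, and 0.81 to 2.75 over 15 settings). Slc16a3, a lactate exporter, was 5.17-fold higher, and Tpi1, the enzyme triosephosphate isomerase, 3.47-fold higher. Hypoxia and stress response genes were higher for 7 and lower for 0 of 14 members (median log2 1.08, and 0.40 to 2.34 over 15 settings), with Bnip3, a mitophagy receptor induced by low oxygen, 3.44-fold higher. Oxidative phosphorylation genes were higher for 3 and lower for 0 of 28 members (median log2 0.48).

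Homeostatic microglia genes were at least 2-fold lower for 14 and higher for 0 of 25 members in knockout gated cells (median log2 -1.16, percentile 0), but the median was 0.18 and the count 6 with spike-in scaling. Relative to the all-gene median it was -0.90, and -0.80 with spike-in scaling. Genes of G2/M phase were lower for 21 and higher for 0 of 28 members (median log2 -1.23, or 0.08 with spike-in scaling, and -0.98 and -0.90 relative to all genes). Genes of S phase were lower for 9 and higher for 0 of 23 (median log2 -0.73, or 0.59 with spike-in scaling, and -0.47 and -0.39 relative to all genes). Mcm4, a subunit of the replication helicase, was 5.54-fold lower (24.7 against 141 CPM). Cholesterol synthesis genes were lower for 9 and higher for 1 of 20 members (median log2 -0.69, or 0.62 with spike-in scaling, and -0.43 and -0.36 relative to all genes). Inflammatory cytokine genes were higher for 3 and lower for 5 of 18 members (median log2 -0.48, or 0.82 with spike-in scaling, and -0.23 and -0.16 relative to all genes). Scores per cell, the mean log2(CPM + 1) of a list's members, went the other way for these 4 lists, with medians in knockout gated against unselected cells of 0.43 against 0.38 for G2/M phase, 1.15 against 0.78 for S phase, 1.17 against 0.61 for cholesterol synthesis and 2.53 against 1.37 for inflammatory cytokines. Scores also rise with detected genes, which were more in gated cells. Ribosomal protein scores went from 6.56 in unselected to 7.36 in gated knockout cells, with 0 of 30 members at least 2-fold apart. The scores therefore cannot tell a change of a list from a change in detected genes. The medians of cholesterol synthesis (percentile 4.30) and inflammatory cytokines (percentile 19.3) lay inside the middle 95% of random lists. Mki67, a marker of cycling cells, was detected in 32.9% of knockout gated and 32.2% of knockout unselected cells.

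Ranked by size, the 10 highest genes of knockout gated cells were Fam20c, Emilin2, Sardh, Cd44, Egln3, Mcoln3, BC021767, Ms4a7, Cd28 and Gm6377, at 25.5-fold to 86.9-fold. Fam20c, the kinase that phosphorylates osteopontin and other secreted proteins, was at 262 against 2.02 CPM. Emilin2, a matrix glycoprotein, and Egln3, an oxygen-sensing prolyl hydroxylase, had 0 counts in knockout unselected cells. Their place in this ranking therefore rests on the added 1 CPM. Against a floor of 3 counts over the group they were at least 915-fold and at least 710.0-fold higher, for counting error only. Among the 10 lowest were Gpr165, Tmem119, Slc2a5, Asb2, Gpr56, Tmem173, Tnrc6a, St3gal6 and Tanc2, at 7.44-fold to 44.8-fold. Border-associated macrophage markers moved with the gate in knockout cells as well, with 9 of 10 at least 2-fold higher (median log2 3.20). Of these, Lyve1 and Cd163 had 85.7% and 100% of their gated counts in 1 cell. Without the 26 cells of that cluster the median of these markers was 1.51, and 20 of the 27 disease-associated and proliferative-region-associated genes were at least 2-fold higher (median log2 1.45).

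**Figure D3:**
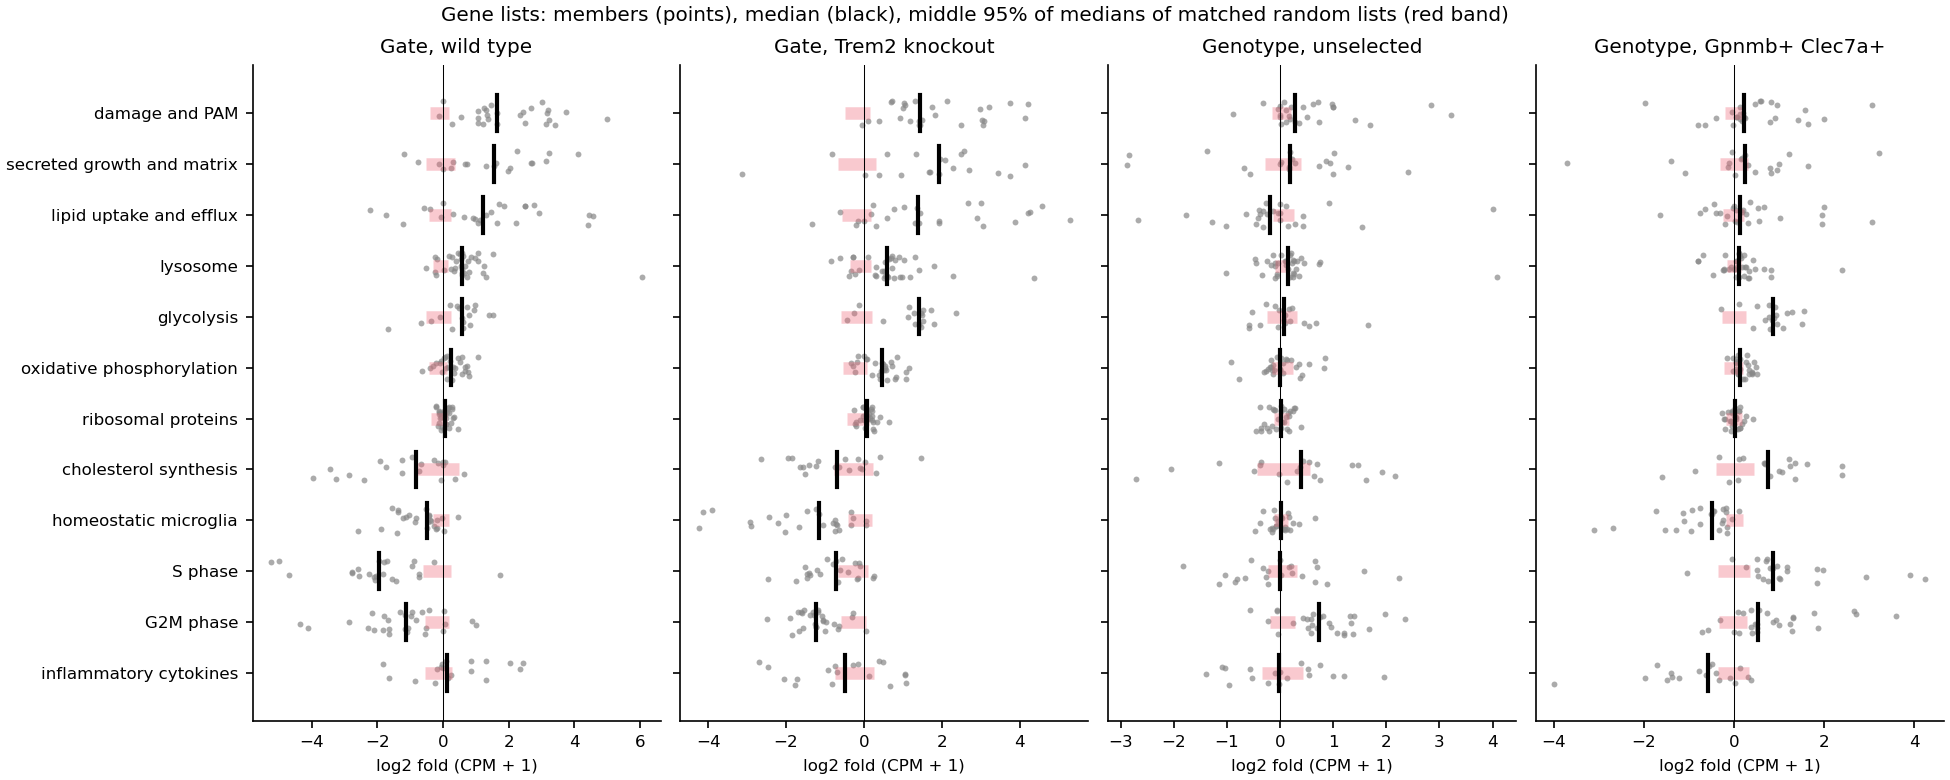
Log2 difference of each measured member (points) of 12 gene lists in the 4 comparisons, with black bars for list medians and red bands for the middle 95% of medians of random lists matched on level. In gated against unselected cells the disease-associated and proliferative-region-associated genes had medians of 1.65 in wild-type and 1.44 in knockout cells, and homeostatic genes -0.48 and -1.16, the last turning to 0.18 with spike-in scaling.

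Whether the difference between gates depended on genotype was described by the log2 gate difference in knockout minus that in wild-type cells. Glycolysis and S phase genes had the more positive gate differences in knockout cells, and homeostatic microglia genes the more negative. These values do not allow for a different share of unselected-like cells in the gated groups. Glycolysis genes had a median difference of 0.80 (percentile 100, and 0.40 to 1.66 over 15 settings), with 4 of 18 members above 2-fold and 1 below. S phase genes had a median of 1.08 (percentile 100), with 13 of 23 members above 2-fold and 1 below. Homeostatic microglia genes had a median of -0.60, with 7 of 25 members below 2-fold and 0 above, but 0.27 with spike-in scaling. The disease-associated and proliferative-region-associated genes had a median of -0.12 (percentile 41), with 2 members above and 5 below, and 0.75 with spike-in scaling.

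Lipid uptake and efflux genes had a median difference of 0.32, with 7 of 26 members above 2-fold and 2 below. Inflammatory cytokine genes had a median of -0.73, with 2 of 18 members above and 8 below, and 0.01 with spike-in scaling. Hypoxia and stress response genes had a median of 0.72, with 5 of 14 members above and 1 below, and -0.09 with cells matched on detected genes. Emilin2 (6.34), Leprel2 (6.24), Als2cr4 (6.12), Usp1 (5.78) and Sardh (5.58) had the most positive differences of the ranked genes. Dnase1l1 (-4.93), Rnf14 (-4.19), Usp3 (-4.19) and Msra (-4.17) had the most negative. Emilin2 had no counts in knockout unselected and Leprel2 none in wild-type gated cells, so their values and order rest on the added 1 CPM. Usp1 is a deubiquitinase of DNA repair, and Dnase1l1 a nuclease of the DNase family. Across 7655 genes of at least 20 CPM in some group, the gate differences of the genotypes had a Pearson r of 0.35 and a Spearman rho of 0.32. These are across genes, which are not independent replicates, and r was 0.16 with cells matched on detected genes and 0.20 in the wells of plate columns 7 to 12. Of 989 genes that differed at least 2-fold between gates in both genotypes, 787 (79.6%) did so in the same direction.

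**Figure D4:**
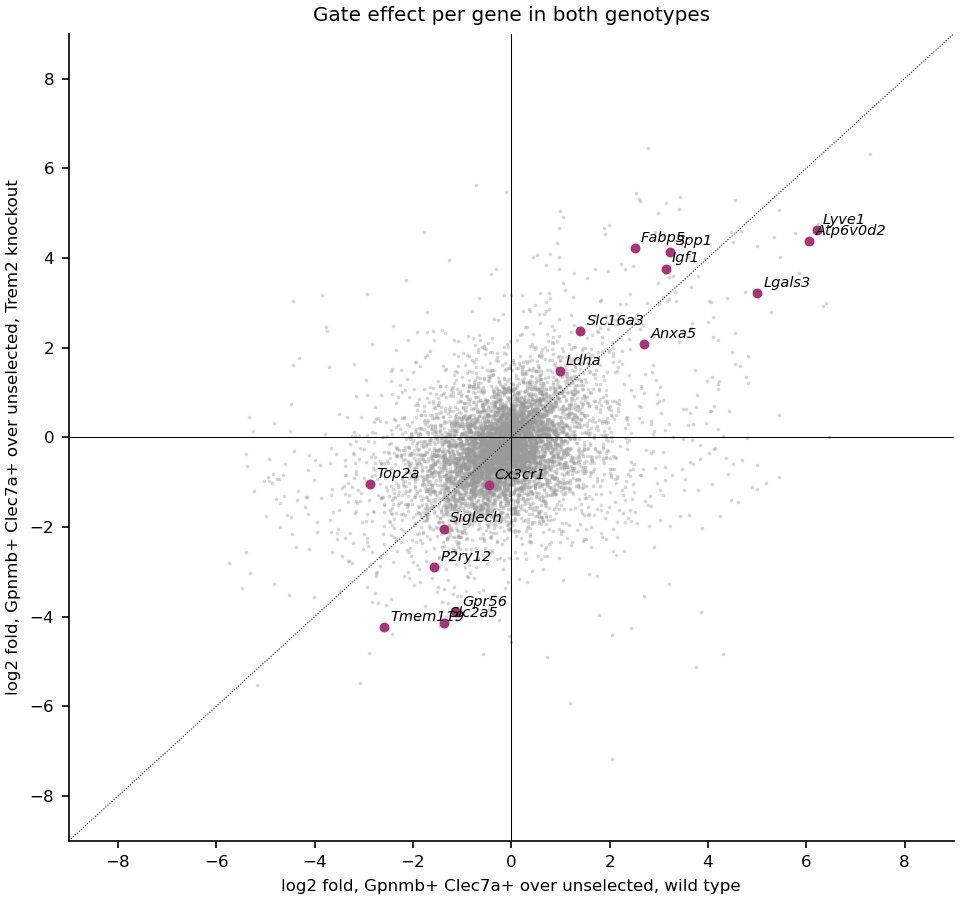
Log2 difference between gated and unselected cells in wild-type (horizontal axis) and knockout (vertical axis) brains, with 1 point per gene and selected genes named. Across 7655 genes the Pearson r was 0.35, with Spp1 at 3.23 and 4.14 and Tmem119 at -2.58 and -4.24.

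The comparison of genotypes among unselected cells asked which genes differed in cells labelled as lacking Trem2 when no surface marker of the second gate was required. Homeostatic microglia genes lay within 2-fold, 10 of 28 genes of G2/M phase were at least 2-fold higher in knockout cells, and Cd74 was lower. Cd74, the invariant chain of MHC class II, was 7.88-fold lower in knockout cells, at 14.5 CPM (13.5 to 15.5) against 121 CPM (118 to 125). Nek7, a kinase of mitosis and inflammasome assembly, was 7.59-fold higher (192 against 24.4 CPM). Of 25 homeostatic microglia genes, 0 were at least 2-fold higher and 0 lower (median log2 0.02, or -0.47 with spike-in scaling, and -0.04 and -0.09 relative to all genes).

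Of 28 genes of G2/M phase, 10 were at least 2-fold higher in knockout unselected cells and 0 lower (median log2 0.73). Cdc20, an activator of the anaphase-promoting complex, was 5.09-fold higher, and the cyclin Ccnb2 3.21-fold higher. The median was -0.16 with cells matched on detected genes and 2.93 in the microglia-like cluster alone. The score per cell was not higher in knockout cells, with medians of 0.38 against 0.42, and Mki67 was detected in 32.2% against 34.6% of cells. Genes of S phase were higher for 2 and lower for 3 of 23 members (median log2 0.01, or -0.04 with trimmed-mean and -0.46 with spike-in scaling, the last -0.08 relative to all genes), with scores per cell of 0.78 against 1.58. The disease-associated and proliferative-region-associated genes were higher for 4 and lower for 0 of 27 members (median log2 0.29), and -0.13 with spike-in scaling, or 0.23 and 0.25 relative to all genes. Those 4 were Lgals3 (9.25-fold), Cst7 (7.18-fold), Lilrb4 (3.23-fold) and Ank (2.68-fold), and 1 cell held 46% of the knockout counts of Lgals3. Cst7 went from a log2 of 2.84 to -0.59 in the microglia-like cluster alone. The score per cell of this list had a median of 4.28 in knockout against 4.66 in wild-type unselected cells. Knockout unselected cells also had fewer detected genes, which lowers such scores. Within the microglia-like cluster alone the median log2 was -0.31 and 2 members were higher, whereas 9 were higher with cells matched on detected genes.

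Lipid uptake and efflux genes were higher for 2 and lower for 4 of 26 members in knockout unselected cells. Their median log2 was -0.18, and -0.56 to 0.13 over 16 settings. Cholesterol synthesis genes were higher for 5 and lower for 3 of 20 (median log2 0.41, or -0.07 with spike-in scaling, and 0.35 and 0.32 relative to all genes), with scores per cell of 0.61 against 0.64. Antigen presentation genes were higher for 0 and lower for 3 of 12. Their median log2 was -0.15, and -0.63 to 0.38 over 16 settings. The class II genes H2-Ab1 (-1.67) and H2-DMb1 (-1.15) were lower but turned to 0.99 and 0.47 with cells matched on detected genes. Of the pathway list medians given for this comparison, those of homeostatic microglia, S phase, cholesterol synthesis and antigen presentation lay inside the middle 95% of random lists. The 10 lowest ranked genes were Mid1, Cd74, G530011O06Rik, Trpc2, Ccdc134, Erdr1, Pygb, Smad5, Tagap and Trem2 itself, at 4.85-fold to 12.6-fold. Mid1 is a ubiquitin ligase of microtubules and Smad5 a signal transducer of bone morphogenetic proteins. Smad5, at a log2 of -2.31, was higher in knockout cells (0.76) when cells were matched on detected genes. The 10 highest were Nek7, Ankrd12, Fam13b, Adssl1, Plekha2, D19Ertd737e, Ddx24, Ap3m1, Gm4980 and Htt, at 3.74-fold to 7.59-fold. Among simulated genes without any difference the 99th percentile of the absolute log2 was 1.83 in this comparison. The 10 highest started at 1.90, so the spread between cells alone could place genes among them. Ankrd12, at a log2 of 2.25, was lower in knockout cells (-1.24) within the microglia-like cluster. Haemoglobin and haem synthesis genes of red blood cells differed with genotype on the same plates, with 4 of 4 lower in knockout unselected cells (median log2 -4.00, or -5.02 with genes at 0 at their bound). The median ranged from -4.41 to -0.47 over 16 settings, and Alas2, an enzyme of haem synthesis, went from a log2 of -4.41 to 0.14 in the microglia-like cluster alone. Astrocyte and border-associated macrophage markers had medians of 0.31 and 0.24 in the same comparison, or 1.41 and 0.28 with genes at 0 at their bound. The medians of 0.31 and 0.24 lay inside the middle 95% of random lists.

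The comparison of genotypes among gated cells asked whether cells with surface Gpnmb and Clec7a were alike in wild-type cells and in cells labelled knockout. Knockout gated cells had lower levels of homeostatic microglia genes and higher levels of glycolysis and cell cycle genes than wild-type gated cells. Gpr56 was 8.59-fold lower (23.4 against 209 CPM), Slc2a5 6.43-fold lower (37.2 against 245 CPM) and Tmem119 3.32-fold lower (111 against 370 CPM). Spp1 was 3.13-fold higher and Fabp5 4.00-fold higher (407 against 101 CPM). Ldha, the enzyme that makes lactate from pyruvate, was 2.26-fold higher, at 2120 CPM (2107 to 2133) against 938 CPM (930.0 to 946). The gated groups also differed in make-up. Gpnmb was detected in 70.0% of wild-type and 94.7% of knockout gated cells. At resolution 0.5 the microglia-like cluster held 17 of 90 wild-type and 1 of 76 knockout gated cells. More unselected-like cells in the wild-type gate could by themselves raise homeostatic genes there. The homeostatic difference can therefore not be assigned to genotype.

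Of 25 homeostatic microglia genes, 7 were at least 2-fold lower in knockout gated cells and 0 higher (median log2 -0.50, percentile 0), but 4 were lower with spike-in scaling (median log2 -0.12). Glycolysis genes were higher for 5 and lower for 0 of 18 members (median log2 0.86, percentile 100), with the glucose transporter Slc2a1 2.94-fold higher and Slc16a3 2.85-fold higher. Genes of S phase were higher for 10 and lower for 1 of 23 members (median log2 0.86). Genes of G2/M phase were higher for 9 and lower for 0 of 28 (median log2 0.53, and 0.10 to 1.30 over 15 settings). Top2a was 6.28-fold higher (109 against 16.5 CPM). Cdc45, a replication factor with 0 counts in wild-type gated cells, was at least 321-fold higher, for counting error only. Cholesterol synthesis genes were higher for 9 and lower for 1 of 20 members (median log2 0.75). The disease-associated and proliferative-region-associated genes were higher for 5, or 9 with spike-in scaling, and lower for 1 of 27 (median log2 0.22), the lower one being the chemokine Ccl4 (3.92-fold). Inflammatory cytokine genes were lower for 7 and higher for 0 of 18 members (median log2 -0.59), among them the chemokines Ccl12 (3.28-fold) and Cxcl16 (2.83-fold). Complement and phagocytosis genes were lower for 1 and higher for 0 of 25 members (median log2 -0.29, or 0.08 with spike-in scaling, and -0.29 and -0.26 relative to all genes). Scores per cell of both lists were higher in knockout gated cells, with medians of 2.53 against 2.34 and 6.49 against 6.28. Knockout gated cells also had more detected genes, so these scores do not decide the direction.

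Lipid uptake and efflux genes were higher for 5 and lower for 1 of 26 members in knockout gated cells (median log2 0.12). Hypoxia and stress response genes were higher for 4 and lower for 2 of 14 (median log2 0.53), and lysosome genes were higher for 1, Atp6v0d2 (5.29-fold), and lower for 0 of 35 (median log2 0.11), the lipid and lysosome medians lying inside the middle 95% of random lists. Markers of other cell types differed as well. Red blood cell genes were lower for 4 of 4 (median log2 -4.70, percentile 0, and -5.97 to -2.51 over 15 settings). Among them, Hbb-b1 went from a log2 of -4.54 to 0.43 in plate columns 1 to 6. Astrocyte markers were lower for 3 and higher for 1 of 4 (median log2 -1.48, percentile 2.87, inside the middle 95% of random lists). Border-associated macrophage markers were higher for 1 and lower for 2 of 10, with a median log2 of -0.27 (percentile 8.17), or 0.10 with spike-in scaling and -1.63 without the 26 cells of the cluster with such markers, and with scores per cell of 2.70 in knockout against 1.85 in wild-type gated cells. The 10 lowest ranked genes were G530011O06Rik, Mid1, Gpr56, Asb2, Slc2a5, Nfat5, Prpf39, Abhd15, Tmem173 and Trem2, at 3.88-fold to 19.8-fold. Among simulated genes without any difference the 99th percentile of the absolute log2 was 1.63 in this comparison. Tmem173 encodes the nucleotide sensor STING, and Nfat5 a transcription factor of osmotic stress. The 10 highest were Leprel2, Usp1, Emilin2, Plk4, Mmachc, Jak2, Iqgap3, Gm6377, Tmem65 and Als2cr4, at 6.36-fold to 32.3-fold. Plk4 is the kinase that starts centriole duplication, and Jak2 a cytokine receptor kinase. Leprel2, a collagen prolyl hydroxylase, had 0 counts in wild-type gated cells, so that its place in this ranking rests on the added 1 CPM. It was at least 561-fold higher against the floor of 3 counts, for counting error only. Across 7655 genes the genotype differences in unselected and in gated cells had a Pearson r of 0.02, and 229 of the 461 genes that differed at least 2-fold in both (49.7%) did so in the same direction.

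Clustering of the 334 passing cells, with each cell thinned to 100000 gene counts, gave 7 clusters and 15 at the finer resolution. All 7 clusters had counts for 9 of 9 microglia markers. Only cluster 2, with 59 cells and Gpr56, P2ry12 and Tmem119 among its leading genes, met the rule for a name and is called microglia-like. It held 28 wild-type unselected, 2 wild-type gated, 29 knockout unselected and 0 knockout gated cells, and 0 of 76 allows a share of up to 4.74%. These shares depend on the resolution. At 0.5 the microglia-like cluster held 50, 17, 57 and 1 cells, which is 18.9% of wild-type gated cells against 2.22%. There, 1 of 76 allows up to 7.11%. At resolution 2 the microglia-like cluster held 10, 2, 22 and 0 cells. That is 12.8% of wild-type unselected and 24.4% of knockout unselected cells, against 35.9% and 32.2% at resolution 1. Cluster 4, led by Fam20c, Lgals3, Fabp5 and Spp1, held 0, 9, 2 and 44 cells in that order. Cluster 0, led by Nceh1, Apoc1, Itgax and Igf1, held 3, 41, 5 and 24 cells. Cluster 6, led by Top2a, Rrm2 and Mki67, held 12, 0, 22 and 0 cells. At resolution 2 a further cluster led by the mitotic genes Ccnb2, Plk1 and Aspm held 0, 6, 1 and 8 cells, and Mki67 was detected in 34.6%, 20%, 32.2% and 32.9% of the cells of the 4 groups. Cluster 5, led by Lars2, Lyz2 and Ms4a6d, held 2, 22, 7 and 5 cells. Clusters 1 and 3 held 41 and 36 cells, with Mcm2 and Mcm6 among the leading genes of cluster 1. These numbers only describe where cells fell, since the leading genes differ between gates and a cluster mostly of 1 plate cannot be told apart from that plate.

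Markers of other cell types were mostly below the measuring level of 5 CPM, and 0 monocyte and 0 pericyte or fibroblast markers reached it. Of neutrophil and lymphocyte markers only Cxcr2 and Cd79b did. Cxcr2 was at 35.7 CPM in wild-type unselected and 47.7 CPM in knockout unselected cells, with log2 gate differences of -5.17 and -5.52. Cd79b had gate differences of -0.62 and -0.40. Oligodendrocyte lineage markers had medians of 0.27 and -0.26 for the gate in wild-type and knockout cells. The first ranged from -0.18 to 1.41 over 14 settings. The second turned to 1.00 with spike-in scaling, with scores per cell of 1.90 in gated against 0.00 in unselected knockout cells. Astrocyte markers had gate medians of 1.5 and 1.53, or 3.25 and 1.84 with genes at 0 at their bound. The knockout median of 1.53 turned to -0.43 in plate columns 1 to 6. Median scores per cell of astrocyte markers were 0 in all groups. The neuronal transcript Meg3 was at 22.8 CPM in knockout unselected cells, all of it in 1 cell. Endothelial markers had medians of 0.00 and -3.04, the second turning to 0.25 in plate columns 7 to 12. Their scores per cell were 3.14 in gated against 2.99 in unselected knockout cells. Of the Kdr counts in knockout unselected cells, 99.8% came from 1 cell. Of the list medians in this paragraph under the choices of the report, only that of endothelial markers in knockout cells lay outside the middle 95% of random lists.

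**Figure D5:**
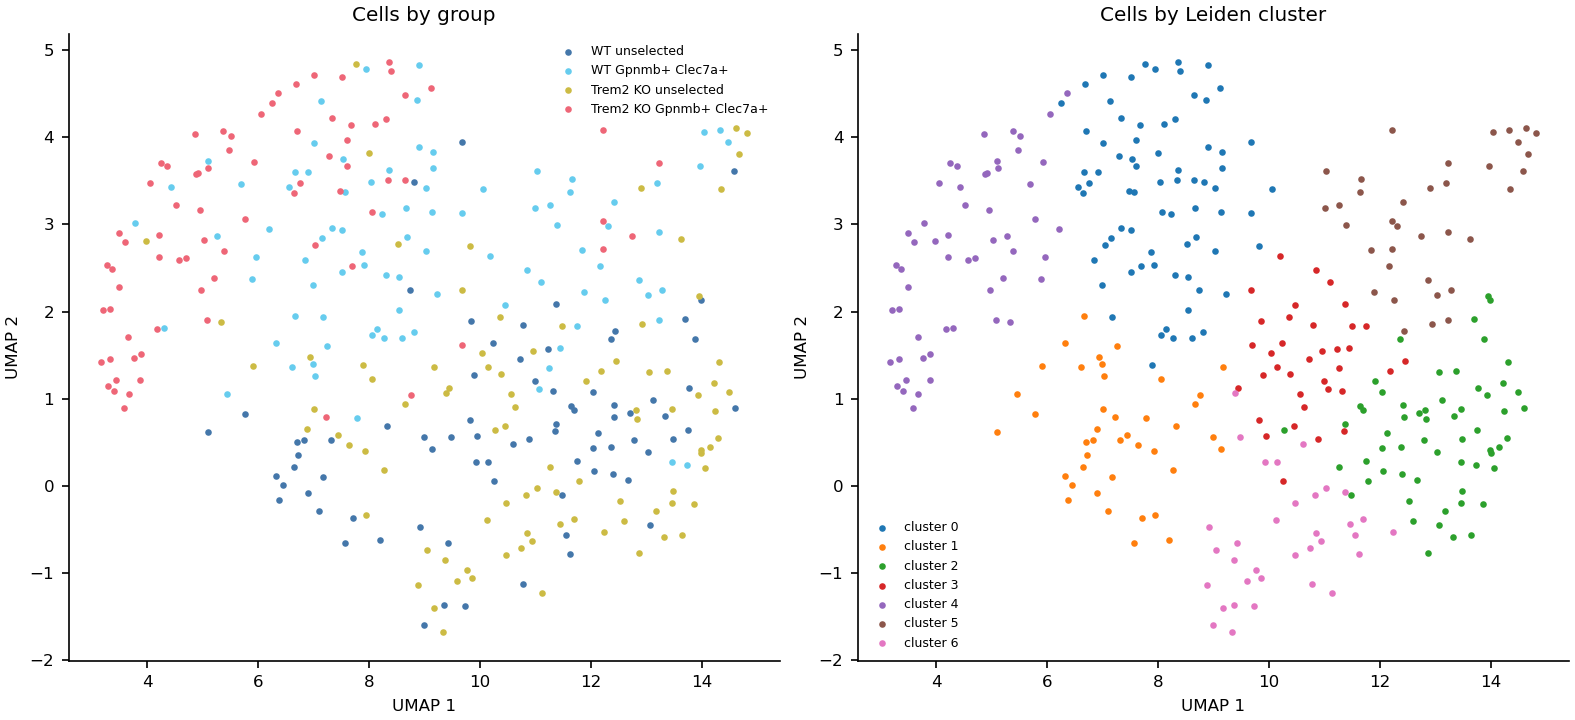
Two-dimensional embedding (UMAP, arbitrary units) of the 334 passing cells, with 1 point per cell, coloured by group on one panel and by cluster on the other. Knockout gated cells lay mostly in clusters 4 and 0, with 44 and 24 of 76 cells, against 2 and 5 of 90 knockout unselected cells.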

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

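Of the tests in this part, the 3 of stray reads were chosen only after the result was seen, the one on Spp1 and Gpnmb with their medians already known. Usp3, a deubiquitinase of histones, stood out because its log2 gate difference was 2.52 in wild-type and -1.67 in knockout cells, which is -4.19 for knockout minus wild type, and this difference was not tested. Mpnd, a protein with a protease-like domain, went the same way, with 2.45 in wild-type and -1.37 in knockout cells, a difference of -3.81 that was not tested. Als2cr4 went the other way, with -2.93 in wild-type and 3.20 in knockout cells, a difference of 6.12 that was not tested. Leprel2, a collagen prolyl hydroxylase, had -3.77 in wild-type and 2.46 in knockout cells, a difference of 6.24 that was not tested. Leprel2 had no counts in wild-type gated cells, so -3.77 and 6.24 rest on the added 1 CPM.

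Cells that failed a quality criterion entered no comparison, but they held Trem2 counts. The Trem2 level was 485 CPM in the 12 such wild-type unselected cells (930 of 1919226 counts), 1856 CPM in the 3 wild-type gated cells (1680 of 904975), 491 CPM in the 3 knockout unselected cells (601 of 1223942) and 920.2 CPM in the 17 knockout gated cells (500 of 543384).

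Trem2 counts were present in passing knockout cells, at 229 CPM in unselected and 413 CPM in gated cells. Wild-type cells among the knockout wells would concentrate these counts in cells at wild-type levels, but the 7 unselected and 0 gated cells at or above the lower quartile of wild-type cells held 20.8% and 0% of them, which argues against this as the main source. Reads of the wild-type gated plate would bring Spp1 and Gpnmb along. For the Trem2 median of 195 CPM in knockout unselected cells, 1068 and 206 CPM of them would be needed. Both medians were 0 CPM, or 0% of that. But these were the 2 of 88 abundant genes already known to have a median of 0 CPM, so choosing them fixed this outcome. The test therefore does not decide whether reads of that plate in the unselected knockout wells were the main source. Reads of other wells in the knockout wells cannot be told apart from transcripts of the knockout allele. Of 88 abundant genes of the gated plates, 2 had a median of 0 CPM, short of the bound of 3. Reads of all other plates were limited only to 136% of the Trem2 level in unselected and 82% in gated cells by the 10th lowest gene. These limits were 2.5% and 7.86% by the lowest gene and 189% and 117% by the 20th. The counts may also come from a part of the gene outside the deletion, which was not tested because counts are per gene and the allele design is not given in the sources used here.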

How the results depend on the processing

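The tests with spike-in scaling and without the macrophage-like cells were chosen only after the data were seen. Of 8628 alternative values over 20 settings, 7134 stayed within the tolerance (1.5-fold for a log2 value or a count) of the value under the choices of the report, 1426 moved further and 68 that were at least 2-fold in the report's setting turned direction. Of 346 values that answer a comparison, 326 stayed within it. Trimmed-mean and median-of-ratios scaling left all 629 values each within 1.5-fold. No paired analysis was possible because replicate numbers only count the cells of a group, and the results come from no test. The microglia-like cluster alone could be compared only for the genotype in unselected cells, since it held 2 wild-type gated and 0 knockout gated cells. Depth was lowest in wild-type unselected cells, with a median of 494746 gene counts, and shares of cells were compared at 100000.

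Values that turned direction, and answers that moved, follow by setting as log2, or as counts for members, with the value under the choices of the report in brackets; the cause was not tested. At resolution 2 there were 15 clusters in place of 7. With all cells, for the genotype, gated: Gbp2 -0.31 (from 2.77). Genotype, unselected: disease-associated genes at least 2-fold higher 7 (from 4). With cells matched on detected genes, across genes: Pearson r 0.16 (from 0.35). Difference of gates: Agfg1 -1.15 (from 3.88), Mical1 3.70 (from -3.61). Gate in knockout: Aldoc -1.30 (from 1.63), Cd74 0.76 (from -1.42), Fdft1 1.27 (from -1.85), disease-associated genes at least 2-fold higher 13 (from 21). Gate in wild type: Egln3 -2.01 (from 2.62), Srxn1 -2.39 (from 1.43), Vav3 -2.47 (from 1.44). Genotype, gated: Aldh1l1 0.20 (from -1.56), Cd36 1.16 (from -1.65), Malt1 2.83 (from -1.52), Txnrd1 -0.57 (from 1.32). Genotype, unselected: Acsl1 -1.99 (from 1.55), Fdft1 -1.23 (from 1.93), H2-Ab1 0.99 (from -1.67), H2-DMb1 0.47 (from -1.15), Smad5 0.76 (from -2.31), disease-associated genes at least 2-fold higher 9 (from 4). With cells of at least 1500 detected genes, for the genotype, unselected: Oasl2 -0.039 (from 1.93), disease-associated genes at least 2-fold higher 7 (from 4). With the highest cell of each gene left out, for the genotype, unselected: disease-associated genes at least 2-fold higher 7 (from 4). Without the 26 macrophage-like cells, for the gate in knockout: Cd163 -0.13 (from 4.26), Lyve1 -1.87 (from 4.62). Genotype, gated: Ifitm3 -0.83 (from 1.16). In the microglia-like cluster only, for the genotype, unselected: Alas2 0.14 (from -4.41), Ankrd12 -1.24 (from 2.25), Anxa2 -0.43 (from 2.41), Cst7 -0.59 (from 2.84), Gpnmb 0.23 (from -1.33), Malt1 3.16 (from -2.32), Treml2 4.46 (from -1.05), Txnrd1 1.83 (from -1.25), Uhrf1 -1.67 (from 1.58), Xaf1 -2.48 (from 1.78), disease-associated genes median -0.31 (from 0.29), disease-associated genes at least 2-fold higher 2 (from 4). In plate columns 1 to 6, for the difference of gates: Mical1 0.76 (from -3.61), endothelial markers median 0.26 (from -1.99). Gate in knockout: Aldoc -0.87 (from 1.63), Cd163 -0.23 (from 4.26), Egr1 0.89 (from -2.45), astrocyte markers median -0.43 (from 1.53), disease-associated genes median 2.03 (from 1.44). Gate in wild type: Egr2 -0.95 (from 2.31), Hbb-b1 -3.56 (from 1.29), red blood cell genes median -0.40 (from 1.45). Genotype, gated: Hbb-b1 0.43 (from -4.54), Hells -0.83 (from 1.97), Pecam1 1.15 (from -1.97), Usp18 -0.80 (from 1.14). Genotype, unselected: Egr1 -1.23 (from 2.1), Gla 1.27 (from -1.02), Gpnmb 1.14 (from -1.33), Nfkbiz 0.16 (from -1.10), Plau 0.48 (from -1.37), Rsad2 -0.068 (from 2.75). In plate columns 7 to 12, across genes: Pearson r 0.20 (from 0.35). Gate in knockout: Asns -1.11 (from 1.99), Fdft1 0.13 (from -1.85), Kdr 0.62 (from -3.04), endothelial markers median 0.25 (from -3.04). Gate in wild type: Ero1l -0.38 (from 1.28), Pecam1 0.063 (from -1.76), Srxn1 -1.98 (from 1.43). Genotype, gated: Nqo1 0.053 (from -2.53), Rgs1 1.70 (from -1.17). Genotype, unselected: Fdft1 -0.20 (from 1.93), Pfkm -0.62 (from 1.66), disease-associated genes at least 2-fold higher 9 (from 4). With spike-in scaling, for the difference of gates: disease-associated genes median 0.75 (from -0.12), homeostatic genes median 0.27 (from -0.60). Gate in knockout: Elmo1 0.15 (from -1.18), G2/M genes median 0.081 (from -1.23), Sall1 0.10 (from -1.23), Slc1a3 0.22 (from -1.06), disease-associated genes median 2.77 (from 1.44), homeostatic genes median 0.18 (from -1.16), homeostatic genes at least 2-fold lower 6 (from 14), microglia markers median 0.27 (from -1.06). Gate in wild type: homeostatic genes at least 2-fold lower 3 (from 9). Genotype, gated: disease-associated genes at least 2-fold higher 9 (from 5), homeostatic genes at least 2-fold lower 4 (from 7).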

Other observations

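Of the tests in this part, both of the difference between the gated groups were chosen only after the result was seen. The transcripts lowest in both knockout groups besides Trem2 included neighbours at the end of the X chromosome. Mid1 (169685199 to 170005736, plus strand) was at 80.5 CPM in wild-type unselected, 26.5 in wild-type gated, 5.48 in knockout unselected and 1.84 in knockout gated cells. G530011O06Rik (169975043 to 169978917, minus strand) overlaps it on the other strand, so its reads cannot be assigned without strand, and it was at 86.7, 30.5, 10.7 and 0.594 CPM in the same order. Erdr1, which was not matched to coordinates, was at 38.3, 11, 6.08 and 1.37 CPM. Among 57 genes within 5 Mb of Trem2 the median log2 genotype difference was -0.14 in unselected and 0.02 in gated cells, against 0.05 and 0.00 over all genes.

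Interferon response genes had median log2 values of 0.53 for the gate in wild-type and 0.38 in knockout cells. These medians ranged from 0.29 to 1.34 and from 0.19 to 2.19 over 15 settings. Of 18 members, 6 and 7 were at least 2-fold higher and 0 and 3 lower. Early response genes, which dissociation of tissue can induce, had medians of -0.74 and -0.52, the second turning to 0.77 with spike-in scaling (-0.26 and -0.21 relative to all genes) and with scores per cell of 2.05 in gated against 1.6 in unselected knockout cells. The other genes of Trem2 signalling had medians of 0.12 and -0.05, the second turning to 0.22 with trimmed-mean and 1.28 with spike-in scaling, and with scores per cell of 5.03 in gated against 3.43 in unselected knockout cells. The 4 measured neighbours of Trem2 in the Trem gene cluster had medians of -0.52 and 0.13. The second turned to -0.47 by mean CPM per cell and ranged from -0.54 to 2.00 over 15 settings. Ribosomal protein genes had medians of 0.05 and 0.08, with 0 of 30 members at least 2-fold apart. The 9 microglia markers had medians of -0.46 and -1.06, turning to 0.01 and 0.27 with spike-in scaling, which were -0.29 and -0.71 relative to all genes. Red blood cell genes had medians of 1.45 and 0.26 for the gate, the first turning to -0.40 in plate columns 1 to 6 and ranging up to 2.84, and -4.00 and -4.70 for the genotype in unselected and gated cells. Of the gate medians in this paragraph, only those of early response and red blood cell genes in wild-type cells and of microglia markers in knockout cells lay outside the middle 95% of random lists. Cd74 was 7.88-fold and 8.51-fold lower in knockout cells of the same gates.

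Over 34 genes of the disease-associated and homeostatic lists, kept for a mean log2 gate difference of at least 1 over both genotypes, which itself uses the knockout gated levels, knockout gated cells lay beyond wild-type gated cells in the direction of the gate difference, by a median log2 of 0.81 and in 30 of them. Over all members the median genotype difference among gated cells was smaller, at 0.22 over 27 and -0.50 over 25 genes, and against unselected cells of each genotype that of the 27 disease-associated and proliferative-region-associated genes was -0.12, turning to 0.75 with spike-in scaling. If the wild-type gate held a smaller share of target cells, each gene would imply a like share of unselected-like cells, but its interquartile range of 0.323 (0.146 to 0.469) lies between the bounds set for either answer and leaves this open. If more detected genes in knockout gated cells were the cause, matching 27 cells per group would remove the difference, but it was 0.65 in the draw used, which was the highest of 20 draws that went down to 0.23, so this cannot be told apart either. Plate is confounded with genotype, and an effect of Trem2 itself stays open and untested.

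Gene counts per spike-in count were higher on both gated plates than on the unselected plates. Another amount of spike-in per plate would act alike on all cells of a plate, but within the wild-type gated plate the 50 cells of clusters 0 and 4 had a median of 51.7 and the 18 cells of clusters 1, 2 and 3 one of 31.4, a ratio of 1.64. A spike-in amount per plate cannot make this gap within 1 plate. The gap does not show how much of the difference between plates that amount accounts for, since cells of the same clusters also differed between plates. In clusters 1, 2 and 3 the medians were 24 on the wild-type unselected and 16.9 on the knockout unselected plate. On the gated plates they were 31.4 and 23.9, the latter from 3 cells. In clusters 0 and 4 the unselected plates had medians of 44.1 (3 cells) and 33.7 (7 cells), against 51.7 and 56.6 on gated plates. More detected genes per cell as the whole cause is argued against by ratios of 1.78 in wild-type and 1.85 in knockout cells after matching (1.36 to 1.82 for the smaller of them over 20 draws). A larger RNA content of gated cells may account for the rest, a hypothesis that the design, with 1 plate per group, cannot test.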
